A study of Mus musculus with 12 samples. Its data were reported in "MYT1L haploinsufficiency in human neurons and mice causes autism-associated phenotypes that can be reversed by genetic and pharmacologic intervention" (2023).

How the data were processed

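Single-cell RNA sequencing was done on prefrontal cortex of newborn mice (postnatal day 0) of 3 Myt1l genotypes. The mutant allele carries a 7 bp deletion in exon 6, which puts a stop codon at residue 78 of this neuronal transcription factor. Cells of 2 animals per genotype were chemically labelled with barcode oligonucleotides after fixation, pooled, and captured in 1 droplet library that was read from the 5′ end. The 12 deposited samples are 4 runs of each library, so they were not taken as replicates. No table used here links a cell to its animal. Wild-type is written WT, heterozygous HET and homozygous HOM.

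The authors aligned reads to mm10 with Cell Ranger 4.0.0 and went on in Seurat 4.0 and Scanpy, with filters on detected genes and on the mitochondrial share and removal of blood cells. Cell type names were transferred from a reference atlas with the scANVI model of scArches. The deposited gene matrix holds whole numbers in an arbitrary score unit, not raw molecule counts. Its total per cell lay between 825 and 1952, while molecules per cell lay between 499 and 17602, and both were equal in 617 of 36263 cells. These values were therefore treated as counts already corrected for depth, and no count model and no counting interval was applied to them. The deposited cell table gives molecules per cell as counts, mitochondrial content as percent, and the probability of the transferred cell type as a fraction. The authors' deposited comparison tables give a log2 fold change, a p-value, an adjusted p-value and the fraction of cells above 0 for each gene within subpopulations of each cell type. Cells were the units of that test. Doublet removal is not given in the sources used here, and no doublet caller was run.

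Deposited cell type names were kept as they were. For each library and cell type, depth-corrected values were summed and divided by their total over all genes, giving depth-corrected counts per 1000000. A gene was compared where its sum over both libraries reached 50, in the 18 cell types with at least 100 cells in each library. LayerI [19-P], SVZ2 (migrating) [8-P] and Choroid plexus [20-P] held fewer cells and were compared by share only. The 4 layer II to VI types were read first, as the mean of their log2 ratios to WT. Shares of cells were given with exact Clopper-Pearson 95% intervals, which cover counting error only. Each gene list was described by the median log2 ratio of its measured members and by the percentile of that median among 10000 random lists of the same size, matched on expression in 20 bins (seed 1). Those percentiles describe these libraries and are not tests, since genes are not replicates. Transcript length was the longest transcript of each gene in the GENCODE M21 annotation of the same genome build.

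The 34 gene lists, the comparisons and the rule for named genes were fixed before the data were examined. The rule took Myt1l, 9 genes that the study names for these mice, and up to 4 members with the largest log2 ratio of each list that is reported. In each comparison it also took the 10 highest and 10 lowest genes that had the same sign in all 4 layer types, ranked by their smallest log2 ratio. In each of the other 14 types it took the 2 highest and 2 lowest genes with a sum of at least 100. Sex-linked, red blood cell, ribosomal RNA-like and mitochondrially encoded genes were left out of the ranked part. Levels of Ptgds, Fabp7, Hbb-bs and Gm42418 over all cell types were looked up after the values were seen. Values of some genes taken by the rule are not reported here. Fixed at the same time, as other ways to compute the values, were TMM and median-of-ratios scaling, totals without technical genes, a mean of such values per cell, and minimum sums of 20 and 200. For shares they were a minimum of 1000 molecules, related types joined, and shares without microglia, endothelial and choroid plexus cells. Ways added later are named with their values in the closing section.

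The plan also held a test between animals, thinning of cells to one depth, Poisson intervals and a comparison restricted to the authors' subpopulations. None of these was run, because cells could not be assigned to animals, the matrix does not hold raw counts, and subpopulation membership was not used here. The planned unit of molecules per gene was replaced by the depth-corrected value.

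The steps were tested on simulated data in which 200 genes of LayerII-IV [1-P] were changed by a factor of 2. For HET against WT, with 8096 genes, the median log2 ratio was 0.96 for raised and -1.03 for lowered genes, and the sign was right for 99.5%. For HOM against WT, with 8324 genes, the values were 0.99, -0.99 and 100%. Of 40 unchanged lists in each simulation, 2 and 4 fell beyond the outer 5 percent on either side, and all 20 shifted lists lay above the 95th percentile.

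In the closing section, 10 tests on glycolysis genes and Myt1l were judged against a bound of 0.75 of the original value. A value counted against the explanation only where it passed that bound by more than the spread over the layer types. This rule was settled after the values were seen, and 3 forms of it were tried. Of the 10 tests judged in this way, 3 came out differently between forms, all in HOM, and they are named where they are discussed. The 6 tests on the share of SVZ1 cells were judged by whether counting intervals lay apart. A further condition, that 0.75 of the log2 difference remained, was added after the values were seen and left 1 of the 6 open. The SVZ1 tests in deep cells are left undecided for a reason given there. The work used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.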

Results

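The data comprised 36263 cells of 21 cell types with values for 18879 genes. The WT library held 10503 cells and 23288915 molecules, the HET library 12072 cells and 27370206, and the HOM library 13688 cells and 36398283. Median depth was 1045 molecules per cell in WT, 1099 in HET and 1330 in HOM. The mitochondrial share had a median of 4.89% in WT, 5.36% in HET and 3.76% in HOM. With 1 library per genotype no difference could be tested against the variation between animals, so all values compare 3 libraries. Levels are depth-corrected counts per 1000000 of all genes (CPM). Xist, the RNA that coats the inactive X chromosome, was found in 2121 WT cells (20.2%), 2 HET cells and 1 HOM cell. A transcript of the Y-linked genes Ddx3y, Uty, Kdm5d or Eif2s3y was found in 603 WT, 1865 HET and 2086 HOM cells. The sex of the animals therefore differed between the WT library and both mutant libraries. Cells with a Y-linked transcript were deep, with a median of 3147 molecules in WT, 2774 in HET and 3016 in HOM. A list median among them covers only the members measured there, often fewer than in all cells of the same types. A legend of the study gives the same cell counts to the genotypes in another order, so every genotype name here rests on the deposited cell table. Xist was below WT in every listed type of the authors' deposited table for both mutants, the same order as in the cell table. More layer I neurons and fewer Cdca7 interneurons, which the study describes in homozygotes, were also found in the library named HOM. Int4 [6-P] interneurons were lower in HET too. These checks rest on the same cells and labels, so they show only which order the authors' comparisons used.

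Myt1l, the mutated gene itself, was read first, to ask how the level of its transcript differed. Myt1l RNA was higher than WT in 13 of 14 measured cell types in HET and in 16 of 16 in HOM. In the layer II to VI neurons its mean log2 ratio was 0.42 in HET (1.34-fold) and 1.14 in HOM (2.21-fold). In LayerII-IV [1-P] neurons the level was 737 CPM in WT, 889 in HET and 1406 in HOM. In SVZ1 (migrating) [2-P] cells it was 663, 842 and 1455. The smallest HOM ratio was 0.64, in Int3 [11-P], and the largest 1.81, in Microglia, where the WT level was 52.2 CPM. Free RNA in the droplets was not estimated, so Myt1l in Microglia and other cells that are not neurons is not read as their own expression. Int4 [6-P] was the exception in HET, at -0.01. The gene lies on chromosome 12, from 29528384 to 29923213 on the + strand of mm10. In the authors' deposited table, Myt1l was above WT in 14 of 18 listed types in HET and in 15 of 16 in HOM. The HET ratio in layer neurons depended on depth, as it was 0.12 in cells with at least 2000 molecules. These values are RNA only. The study reports less full-length MYT1L protein in these mice and a truncated form that did not enter the nucleus. It found no nonsense-mediated decay of the transcript in bulk RNA.

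**Figure D1:**
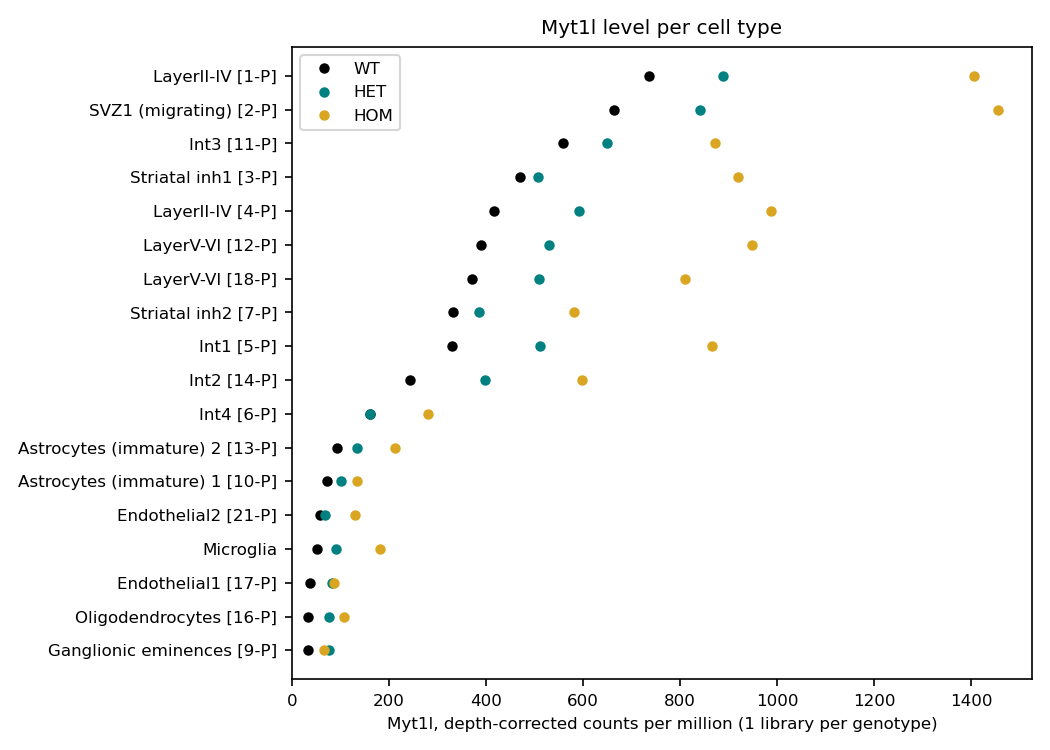
Myt1l level in CPM (x axis) in 18 cell types (y axis), with a point for each of the 3 libraries. LayerII-IV [1-P] neurons sit at 737 in WT, 889 in HET and 1406 in HOM.

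For HET against WT, the first question was whether the composition of the cortex differed. SVZ1 (migrating) [2-P] cells, which carry markers of intermediate progenitors, made up 4.65% of HET cells (95% interval 4.28 to 5.04) and 9.32% of WT cells (8.77 to 9.89). The study describes fewer such cells in its single-cell data. Its staining of newborn cortex, however, found cells with TBR2, the product of Eomes, unchanged in both mutants. Ganglionic eminences [9-P] cells made up 2.95% against 5.16%, Int4 [6-P] interneurons 3.95% against 5.82%, and Astrocytes (immature) 1 [10-P] 2.08% against 3.89%. LayerII-IV [4-P] neurons were more frequent, at 11.3% against 7.50%, as were Oligodendrocytes [16-P] (3.41% against 2.29%) and Striatal inh1 [3-P] neurons (2.83% against 1.71%). Intervals lay apart for 8 types that were higher and 6 that were lower, and overlapped for 7. LayerI [19-P] cells, the Reln-producing neurons under the pia, were among the overlapping ones, at 0.944% against 0.676%. Astrocytes (immature) 2 [13-P] were higher, at 15.4% against 12.4%, and the joined astrocytes had a log2 ratio of 0.10. Joining the interneuron types removed the Int4 [6-P] difference, and joining the layer types reduced that of LayerII-IV [4-P] from 0.59 to 0.06.

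For HOM against WT, SVZ1 (migrating) [2-P] cells made up 5.79% (5.40 to 6.19) and Int4 [6-P] interneurons 2.89% (2.61 to 3.18). These were 0.621 and 0.496 of the WT shares. Astrocytes (immature) 1 [10-P] were lower too, at 1.32%, 0.340 of WT, and SVZ2 (migrating) [8-P] held 3 of 13688 cells, against 44 of 10503 in WT. LayerI [19-P] cells reached 1.73% (1.52 to 1.96), 2.56 times the WT share, although among cells with a Y-linked transcript their log2 ratio was 0.28 against 1.36 in all cells. Astrocytes (immature) 2 [13-P] were higher, at 18.6% against 12.4%, and Endothelial1 [17-P] at 2.31% against 1.42%. LayerII-IV [4-P] neurons were lower, at 4.94%, although they were higher in HET, and the HOM direction turned in cells with at least 2000 molecules (0.36) and in cells with a Y-linked transcript (1.06). Intervals lay apart for 10 types that were higher and 8 that were lower, and 7 and 6 of these did so in both mutants. With related types joined, the log2 ratio of the interneurons was 0.13, that of the astrocytes 0.29 and that of the layer neurons -0.20. Int4 [6-P], Astrocytes (immature) 1 [10-P], LayerI [19-P] and LayerV-VI [12-P] thus differed in the opposite direction from the family given by their deposited names. Of the gene lists, radial glia and neural stem cell genes had the highest median in Astrocytes (immature) 1 [10-P]. Intermediate progenitor genes had it in LayerV-VI [12-P], 1 of the 4 layer II to VI types, and in Ganglionic eminences [9-P]. Layer V-VI neuron genes had it in LayerII-IV [4-P], at a median of 0.33. Layer I neuron genes had it in Int2 [14-P], at 1.09. The deposited names of these types are thus not secured by the gene lists.

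**Figure D2:**
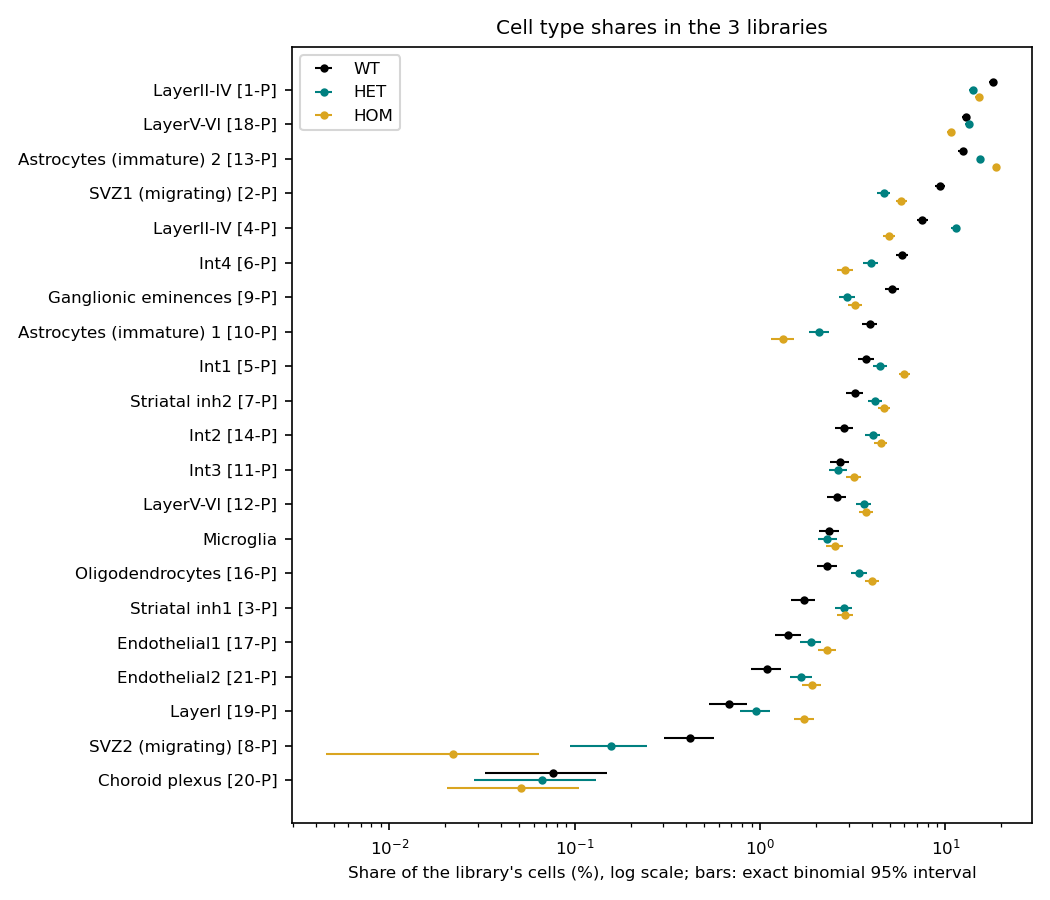
Share of cells in percent (log x axis) for 21 cell types (y axis) in 3 libraries, with exact binomial 95% intervals as bars. SVZ1 (migrating) [2-P] is at 9.32% in WT, 4.65% in HET and 5.79% in HOM.

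The next question was which genes differed between HET and WT in layer II to VI neurons. Ldha, which makes lactate from pyruvate, ranked first among the higher genes, with log2 ratios from 0.55 to 0.60 over the 4 layer types (1.49-fold on average). Csrp2, a LIM domain protein, had a mean log2 ratio of 0.56, the immunophilin Fkbp1a 0.56, the tubulin Tubb2a 0.51, and Tsen34, a tRNA splicing nuclease, 0.51. The fatty acid binding proteins Fabp3 and Fabp7 had 0.48 and 0.47 (Fabp7 was higher in 18 of 18 cell types, so with free RNA not estimated it is not read as expression by these neurons), the G protein subunit Gng3 0.48, Ttc9b 0.50, and Coa3, an assembly factor of cytochrome oxidase, 0.41. The lowest were AC149090.1 at -1.23 and Lars2, annotated as the mitochondrial leucyl-tRNA synthetase, at 2462 CPM in WT and 1241 in HET. Lars2 was also lower in HET in Microglia (2654 CPM in WT, log2 ratio -1.06) and Endothelial1 [17-P] (3063, -0.96). The ribosomal RNA-like Gm42418 was below WT in 18 of 18 types as well. Lars2 is therefore not read as expression of the synthetase by these neurons. Lmnb1, a nuclear lamin, was at -0.87, Tnrc18 at -0.79, Numa1, which organises the spindle, at -0.76, and D430041D05Rik at -0.73. The kinase Map4k4 was at -0.71, the corepressor Spen at -0.66, Ylpm1 at -0.65 and the kinesin Kif21b at -0.59. Of 3249 genes measured in all 4 layer types, 678 were higher and 774 lower in every one.

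Among the fixed lists measured in all 4 layer types, with sex-linked genes left out, hypoxia and glycolysis genes stood highest in HET. The mean of their medians was 0.41 (0.28 to 0.49 over the layer types), at the 98.6th percentile or above, and 7 of 9 members measured throughout were higher in every layer type. Tpi1 was at 0.46, Gpi1 at 0.44 and Aldoa at 0.44. Among cells with a Y-linked transcript in 11 cell types the list was at 0.011 over 12 members. In all cells of the same types it was at 0.22 over 17 members, so the medians cover different sets of genes. Ldha was at -0.14 in the Y-linked cells (0.49 in all cells), Tpi1 at -0.15 (0.37), Gpi1 at -0.22 (0.30) and Gapdh at -0.08 (0.19). In Y-linked WT cells the sums of these genes were 141, 95, 79 and 537. Of the 12 members measured in the Y-linked cells 6 were higher than WT, Aldoa at 0.12 and Eno1 at 0.10 among them. Thymosins, tubulins and actin came to 0.26, with 10 of 11 members higher in every layer type, Pfn1 at 0.39 and Actg1 at 0.36 among them. Genes of newborn and immature neurons came to 0.14, with 11 of 15 higher, including Stmn2 at 0.46, Tubb3 at 0.43 and Gap43 at 0.42, while Sox4 was at -0.40. This list lay at percentiles 70.2 to 91.3. It was at 0.030 among cells with a Y-linked transcript, against 0.064 in all cells of the same types. Immediate early and dissociation stress genes came to 0.19, with 2 of 4 higher in every layer type, Jun at 0.43 and Hspa8 at 0.26, and Jund at -0.03 and Hsp90aa1 at -0.00 mixed in sign. Their list was at 0.069 among cells with a Y-linked transcript, against 0.17 in all cells of the same types. WNT pathway genes came to -0.24, with 0 of 7 higher and 3 lower in every layer type, Sfrp1 at -0.48 and Fzd3 at -0.42. NOTCH pathway genes came to -0.10, with 2 measured throughout, Hes6 at -0.06 and Rfng at -0.09, both mixed in sign, a minimum sum of 20 put the list at -0.31, and among cells with a Y-linked transcript it was at 0.22 (-0.11 in all cells of the same types). Autism risk genes came to -0.31, with 10 of 17 lower in every layer type, including Kmt2c at -0.56, Chd8 at -0.48, Tbr1 at -0.46 and Setd5 at -0.42. Layer II-IV neuron genes came to -0.28 (Pou3f3 -0.49, Plxna4 -0.32). SIN3, HDAC and REST corepressors came to -0.22 (4 of 7 lower throughout and 1 higher, Chd4 -0.51, Kdm1a -0.46). Voltage-gated sodium channels came to -0.30, with 3 of 4 lower throughout, Scn8a at -0.56 among them. Scn3a, at -0.43, ran from -0.92 to 0.22 over the layer types. Synapse and mature neuron genes came to -0.10, with 4 of 14 lower in every layer type, 1 higher and 9 mixed in sign. Camk2b was at -0.51 and Map2 at -0.33, while Rbfox3 was at 0.24. Ribosomal RNA-like transcripts were at -1.24, led by AY036118 at -2.19 and Gm42418 at -1.03, and mitochondrially encoded genes at -0.00, with mt-Atp8 at -0.88. Genes with long transcripts were lower as a class: 23.3% of those in the longest 0.25 were above WT, and 68.2% of those in the shortest 0.25. With that trend taken away, autism risk genes came to -0.08, synapse genes to 0.03, layer II-IV neuron genes to -0.06, corepressors to -0.10 and sodium channels to -0.09, and WNT genes to -0.13. Among matched random lists, percentiles over the layer types were 0.780 to 14.7 for WNT, 3.03 to 34.4 for sodium channels, 0.675 to 35.0 for corepressors and 36.8 to 99.3 for immediate early genes, so the last 3 lay well inside the random range in some types.

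In other HET cells, SVZ1 (migrating) [2-P] had the lowest intermediate progenitor list, with a median of -0.67, 5 of 7 genes lower and 2 higher. Eomes (Tbr2), the defining factor of these progenitors, was at -1.14, Gadd45g at -1.19 and Neurog2 at -0.67. Zic1 was lowest there, at -1.73, and Stmn4 highest, at 1.11. In Ganglionic eminences [9-P] the inhibitor of differentiation Id3 was at 1.70 and Serpine2 at 1.51. Id3 was among the highest in 3 types, with 1.48 in Int4 [6-P] and 1.25 in Astrocytes (immature) 1 [10-P]. Sox11 and Sox4 were lowest in the latter, at -1.74 and -1.53. In Int4 [6-P] cells 8 of 11 cell cycle genes were lower (median -0.37), including Top2a at -1.04 and Ccnd2 at -0.65. Penk, an opioid precursor, was among the highest in Striatal inh1 [3-P], at 1.24.

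For HOM against WT in layer II to VI neurons, Ptgds, the prostaglandin D synthase of the meninges, stood out at 213 CPM on average against 2.05 in WT and 1.67 in HET, and was listed at 0 in WT in LayerII-IV [4-P]. Ptgds was higher in 17 of 17 measured cell types of HOM, and free RNA in the droplets was not estimated, so its level is not read as expression by these neurons. Others among the 10 highest were Zfand6 at 1.03, Hist1h1e, a linker histone, at 1.04, Txnip, a thioredoxin inhibitor, at 1.37, and the glycolytic enzymes Gpi1 at 0.91, Ldha at 0.88, Tpi1 at 0.87 and Gapdh at 0.70. Cyb5a, a membrane cytochrome, was at 0.84. Among cells with a Y-linked transcript in 11 cell types, Txnip was at 0.23 (0.82 in all cells of these types), Gpi1 at 0.23 (0.73), Ldha at 0.54 (1.15) and Tpi1 at 0.47 (0.72). The lowest were the nuclear receptor corepressor Nrip1 at -1.57, Lars2 at -1.43, the protocadherin Pcdh17 at -1.35, the splicing helicase Dhx15 at -1.29 and the myosin Myo18a at -1.27. Eif3j1 was at -1.22, Nudcd3 at -1.22, Tnrc6a, a microRNA effector, at -1.07, the kinase Tesk1 at -1.05 and Dip2b at -0.93. Ldha and Lars2 were on the named lists of both mutants, with the same limit on Lars2 as in HET. Of 3390 genes measured in all 4 layer types, 727 were higher and 868 lower in every one.

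Hypoxia and glycolysis genes also stood highest in HOM among the same lists. The mean of medians was 0.73 (0.68 to 0.79), at the 100th percentile in every layer type, and 9 of 9 members were higher throughout, with Eno1 at 0.94. Genes of newborn and immature neurons came to 0.24, with 11 of 15 higher (Igfbpl1 0.71, Stmn2 0.61, Tubb3 0.61, Neurod2 0.51). Thymosins, tubulins and actin came to 0.26, with 10 of 11 higher (Tmsb4x 0.46, Tubb2a 0.43). Immediate early and dissociation stress genes came to 0.38, with 3 of 4 higher (Jun 0.90, Hspa8 0.41 among them) and 1 lower, Hsp90aa1 at -0.15. WNT pathway genes came to -0.26, with 4 of 8 lower in every layer type (Fzd3 -0.93, Lrp6 -0.75, Sfrp1 -0.54) and Wnt7b at 0.42. The WNT list was at -0.24 among cells with a Y-linked transcript, against -0.49 in all cells of the same types. It was also weaker in cells with at least 2000 molecules. Autism risk genes came to -0.37, with 10 of 19 lower throughout (Ash1l -0.67, Chd2 -0.64, Kmt2c -0.58, Naa15 -0.56). Layer II-IV neuron genes came to -0.34 (Pou3f2 -0.66, Mef2c -0.56). SIN3, HDAC and REST corepressors came to -0.27 (-0.60 to 0.08 over the layer types). Of these 2 of 7 were lower throughout, Chd4 -0.68 and Kdm1a -0.38, and 1 higher, Hdac2 0.10. Voltage-gated sodium channels came to -0.35, with 1 of 3 lower throughout, Scn2a at -0.43. Scn3a, at -0.27, ran from -0.85 to 0.76 over the layer types. Among cells with a Y-linked transcript the sodium channels were at -0.017, against -0.13 in all cells of the same types. NOTCH pathway genes came to -0.07, with Hes6 at 0.14 and Rfng at -0.06, and synapse genes to -0.08, with Grin1 at -0.42 and Rbfox3 at 0.40. Both of these last medians turned positive with TMM scaling, to 0.04 and 0.03, while a minimum sum of 20 put NOTCH at -0.39, and 2 of its 24 members were measured throughout. Among cells with a Y-linked transcript NOTCH was at 0.014, against -0.29 in all cells of the same types. Mitochondrially encoded genes were at -0.53, with 12 of 12 lower throughout (mt-Atp8 -1.52, mt-Nd3 -1.25), and ribosomal RNA-like transcripts at -1.24. The mitochondrially encoded list was at -0.23 among cells with a Y-linked transcript, with 3 of 12 members higher. In all cells of the same types it was at -0.36. Among genes in the longest 0.25 by transcript, 25.1% were above WT, and among the shortest 0.25, 67.6%. With that trend taken away, autism risk genes came to -0.09, WNT genes to -0.09, synapse genes to 0.04, layer II-IV neuron genes to -0.13, corepressors to -0.14 and sodium channels to -0.06. Percentiles were 0.665 to 19.6 for WNT, 7.96 to 46.6 for sodium channels, 0.075 to 68.4 for corepressors and 79.7 to 99.8 for immediate early genes.

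**Figure D3:**
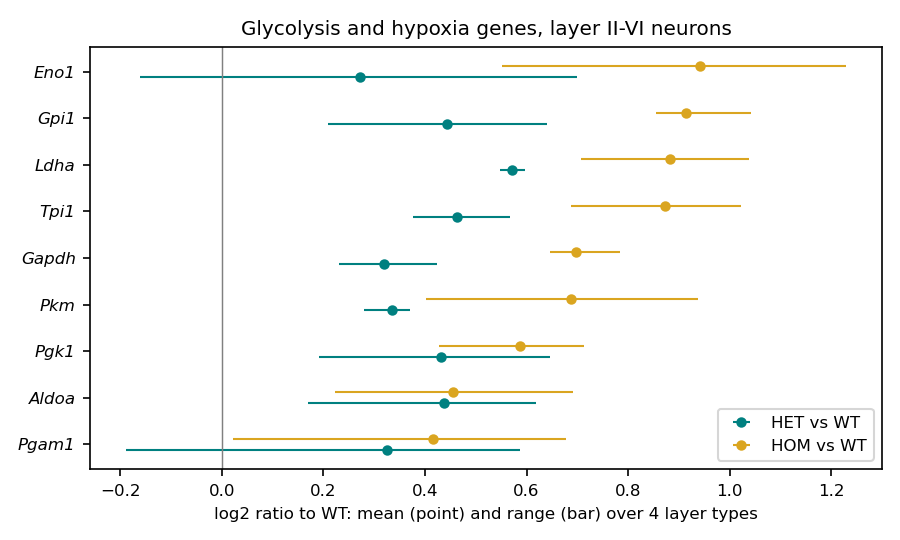
Log2 ratio to WT (x axis) of 9 hypoxia and glycolysis genes (y axis) in layer II to VI neurons, with points for the mean and bars for the range over 4 layer types. Ldha sits at 0.57 in HET and 0.88 in HOM.

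**Figure D4:**
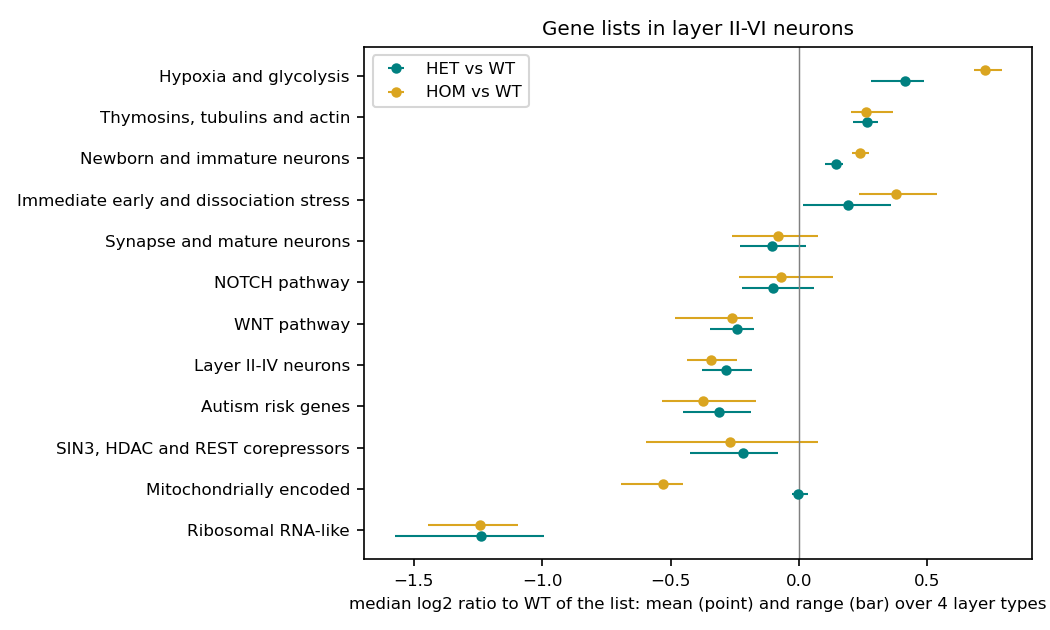
Median log2 ratio to WT (x axis) of 12 gene lists (y axis) in layer II to VI neurons, with points for the mean and bars for the range over 4 layer types. Hypoxia and glycolysis genes are at 0.41 in HET and 0.73 in HOM, and ribosomal RNA-like transcripts at -1.24 in both.

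In other HOM cells, Ptgds was among the 2 highest genes in 9 of 14 types, from 18024 CPM in Endothelial2 [21-P], where WT was listed at 0, to 89.5 in SVZ1 (migrating) [2-P]. In SVZ1 cells Eomes was at -2.22, Neurog2 at -1.84 and Mfap4 at -1.61, while the whole intermediate progenitor list had a median of 0.05 with 4 of 7 genes higher. Among genes with a sum of at least 100 there, Calb2 was lowest, at -3.11, followed by Loxl1 at -2.85, and the adhesion gene Kirrel3 was at 1.93. In Ganglionic eminences [9-P] 10 of 10 glycolysis genes were higher (median 1.12), and the immediate early genes Ier2 and Egr1 were at 2.50 and 2.02. In Int4 [6-P] 13 of 15 interneuron genes were lower (median -0.38), including Calb2 at -1.25, Maf at -0.89 and Dlx6os1 at -0.83, and Flrt2 was lowest at -2.47. Avp, the vasopressin precursor, was at 1845 CPM in Int2 [14-P] and listed at 0 in WT, and Pf4 at 323 in Microglia, also listed at 0 in WT. Igfbp2 in Endothelial2 [21-P] was at 989 CPM, against 22.0 in WT, where its sum of 3 is too low for an exact ratio. Prok2 in Striatal inh2 [7-P] had a log2 ratio of 1.74. Lars2 was among the 2 lowest genes in 4 types in each mutant.

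Genes that the study names were read in the compared cell types. Eomes in SVZ1 (migrating) [2-P] cells was at 265 CPM in WT, 121 in HET and 57.1 in HOM, while Sema3c, a guidance cue, was at 576, 704 and 720.0. Cdca7, a gene of dividing cells, was at 433, 327 and 227 in Int4 [6-P], and at 613, 474 and 396 in Ganglionic eminences [9-P]. Tbr1, a factor of deep layer neurons, was lower in LayerV-VI [12-P], at 790, 585 and 484. In LayerV-VI [18-P] it was at 258, 221 and 245, with a log2 ratio of -0.07 in HOM. Ldb2 in LayerII-IV [1-P] was at 96.4, 133 and 141. Fezf2 in LayerV-VI [18-P] was at 138, 152 and 198. Reln was not read in LayerI [19-P], which held too few WT cells. It was at 14.6, 12.1 and 31.9 in LayerII-IV [1-P], and at 33.5, 43.6 and 185 in Microglia, which is not read as their own expression for the same lack of an estimate of free RNA.

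Whether genes of layer neurons were higher more often than lower was asked next, because MYT1L is described as a repressor. With totals of all genes as the scale, 43.9% of measured genes were above WT in HET and 44.1% in HOM. With TMM scaling the shares were 53.1% and 53.8%, and with a minimum sum of 200 they were 53.2% and 54.1%. In HOM these settings moved the median of all genes by 0.11 (TMM), 0.11 (median-of-ratios) and 0.10 (minimum of 200) on the log2 scale. A scale moves all genes by the same amount and the minimum sum sets which genes are counted, so the side of 50% on which the share falls depends on both choices, and no direction is read from it. In the authors' deposited table, LayerII-IV [1-P] had 114 genes called higher and 34 lower in HET, and 459 and 53 in HOM, at an adjusted p of 0.05 and a log2 fold change of 0.1. In the authors' deposited table the calls over all types came to 1491 higher and 526 lower in HET, and 2506 and 870 in HOM.

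HET and HOM were compared through their ratios to the shared WT library. In layer neurons, genes with the same sign in both included Ldha (0.57 and 0.88), Csrp2 (0.56 and 1.02) and Lars2 (2462 CPM in WT, 1241 in HET and 945 in HOM). The limit given above for Lars2 holds here too. The covariance across genes was 0.129 and the correlation 0.702, against 0.0398 and 0.561 in simulations with no effect. With separate WT cells for each mutant the values were 0.0827 and 0.357. No value without effect is given for separate WT cells, so these cannot be set against 0.0398 and 0.561. Part or all of the excess may come from the shared WT library, since both sets of WT cells came from it. The standard deviation of the log2 ratios was 0.390 in HET and 0.471 in HOM.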

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

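Tests in Y-linked cells, and the share of SVZ1 cells among SVZ1 and layer neurons, were chosen only after the results were seen; those in deep cells and on transcript length had bounds written beforehand, although their settings were added after seeing the data.

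LayerII-IV [4-P] neurons moved in opposite directions in the mutants, with a log2 ratio of their share of 0.59 in HET and -0.60 in HOM, and the difference was not tested. In HOM the direction turned to 0.36 in cells with at least 2000 molecules and to 1.06 in Y-linked cells. The red blood cell list moved in opposite directions too, at -0.55 in HET and 0.32 in HOM over the layer types, and this was not tested either. Cells with a Y-linked transcript made up 15.4% of HET and 15.2% of HOM cells, above the 5.74% of WT.

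Glycolysis genes were above WT in both mutants. Against shallow cells as the whole cause, the list stayed at 0.42 in HET and 0.86 in HOM among cells with at least 2000 molecules, and against transcript length HOM kept 0.64. In HET the length correction left 0.30, just under the bound, which leaves its part open. Among cells with a Y-linked transcript the HET value was 0.011 over 12 members, against 0.22 over 17 in all cells of the same types. The sex and animal mix of the WT pool may therefore account for the HET difference. Within WT the Y-linked cells lay 0.46 above the Xist cells. In HOM 0.56 of 0.72 remained, over 14 members against 17. This passed the bound by 0.02, less than the spread of 0.05. By the rule used, sex mix and genotype therefore cannot be told apart. Both other forms of the rule counted the value against sex mix as the whole cause.

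Myt1l RNA was above WT in both mutants. In HOM it stayed at 0.89 among Y-linked cells (1.03 in all cells of the same types) and at 0.98 in deep cells (1.14 in all). Both passed their bound by 0.12, less than the spread of 0.16, so neither is excluded by the rule used, while both other forms of the rule counted them against a whole cause. Within WT the Y-linked cells lay at -0.08 against the Xist cells, which goes against sex mix as a source of higher Myt1l. In HET 0.25 of 0.36 remained among Y-linked cells and 0.12 of 0.42 in deep cells, so depth could account for much of the rise. The Y-linked value lay 0.02 under its bound, less than the spread of 0.10, so that test cannot decide on sex mix. The within-WT value of -0.08 goes against sex mix in HET as well.

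SVZ1 cells were less frequent in both mutants. Among Y-linked cells they made up 6.54% in HET and 8.77% in HOM against 18.6% in WT, and among deep cells 10.2% and 11.1% against 19.2%. As a share of SVZ1 and layer neurons they made up 9.87% and 14.4% against 18.6%, which kept 0.91 of the log2 difference in HET and 0.53 in HOM. The Y-linked values argue against sex mix alone in both mutants. Y-linked cells were deep as well, so sex mix and depth together stay open. The cut at 2000 molecules cannot decide on depth. Median molecules of SVZ1 cells were similar in WT, HET and HOM (3889, 3915 and 4077.5). LayerII-IV [1-P] neurons were deeper in the mutants (1047, 1364.5 and 1953), so the cut itself can lower the mutant share of SVZ1 cells. The share among SVZ1 and layer neurons argues against more tissue from outside the cortical excitatory lineage as the whole cause in HET. In HOM that tissue may account for part. The intervals cover counting error in 1 library each, so dissection and the variation between animals stay open. The study's staining of newborn cortex found cells with TBR2 unchanged.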

How the results depend on the processing

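Values in this part are log2 ratios to WT over the layer types, or of shares, unless percent is said. Of 652 expression values under other settings 481 stayed within the spread over layer types, 150 moved beyond it and 21 changed sign; of 216 share values 147, 47 and 22. Where a value moved, the cause was not tested. No paired analysis was possible because the numbers 1 to 4 in the labels are runs of 1 library. Of the ways fixed beforehand, thinning, the test between animals and the restriction to the authors' subpopulations were not run.

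With TMM scaling, HET values were -0.15 for WNT genes, 0.23 for newborn neuron genes, 0.083 for mitochondrially encoded genes and 53.1% of genes higher. HOM values were 0.84 for glycolysis genes, 0.35 for newborn neurons, 0.043 for NOTCH, 0.031 for synapse genes and 53.8% higher. With median-of-ratios scaling, HET values were -0.17, 0.22, 0.069 and 51.5%, and HOM values 0.83, 0.35, 0.038, 0.025 and 53.4%, in the same orders. A minimum sum of 20 put NOTCH genes at -0.31 in HET and -0.39 in HOM. A minimum of 200 gave 53.2% higher in HET, 54.1% in HOM and a covariance of 0.0855. Totals without technical genes put newborn neuron genes at 0.19 in HOM. The mean of CPM per cell put mitochondrially encoded genes at 0.0044 in HET.

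Joining related types gave, in HET, 0.10 for astrocytes (the family of Astrocytes (immature) 1), -0.00038 for interneurons (Int1, Int2 and Int4) and 0.061 for layer neurons (LayerII-IV [1-P] and [4-P]). In HOM it gave 0.29 for astrocytes, 0.13 for interneurons (Int4) and -0.20 for layer neurons (LayerI, LayerII-IV [4-P] and LayerV-VI [12-P]). In cells with at least 1000 molecules LayerII-IV [4-P] was at 0.84 in HET and -0.15 in HOM, Int4 at -1.39 and Microglia at -0.0034 in HOM.

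All further settings were added after seeing the data. In cells with at least 2000 molecules LayerII-IV [4-P] was at 0.86 in HET and 0.36 in HOM, and in HOM Int3 at -0.068, Int4 at -1.64 and LayerV-VI [18-P] at 0.40. Expression there was 0.12 for Myt1l, 0.22 for newborn neurons, 0.070 for mitochondrially encoded genes and 49.6% higher in HET. In HOM it was 0.98 for Myt1l, 0.86 for glycolysis, -0.078 for WNT, 0.35 for newborn neurons and 51.9% higher, with a covariance of 0.159. Equal weight of 4 depth ranges put newborn neurons at 0.096 in HET and 0.18 in HOM, and mitochondrially encoded genes at 0.071 in HET. The mean per cell without scaling gave 0.028 for mitochondrially encoded genes in HET, and 0.80 for glycolysis, 0.0039 for NOTCH, 0.31 for newborn neurons and 50.6% higher in HOM. A label probability of at least 0.9 put Microglia at 0.36 in HET and Int4 at -1.29 in HOM. WT cells without Xist gave 48.0% higher in HET and 0.57 for glycolysis in HOM.

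Among Y-linked cells, HET shares were -0.044 for LayerI, 0.060 for LayerII-IV [1-P], 1.92 for LayerII-IV [4-P], 1.50 for Microglia, -1.51 for SVZ1 and -0.42 for Striatal inh2. HOM shares were 0.28 for LayerI, 0.17 for LayerII-IV [1-P], 1.06 for [4-P], 0.69 for LayerV-VI [18-P], -1.08 for SVZ1, -1.32 for Ganglionic eminences, -1.93 for Int4, -0.0081 for Int3 and -0.26 for Striatal inh2. LayerII-IV [1-P] and Striatal inh2 thus turned direction in both mutants. LayerI and Microglia turned in HET, and LayerII-IV [4-P], LayerV-VI [18-P] and Int3 in HOM. These are the 9 share values that changed sign among Y-linked cells. LayerI in HOM and SVZ1 in both mutants did not change sign.

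With the trend over transcript length taken away, HET values were 0.30 for glycolysis, -0.13 for WNT, 0.027 for synapse, -0.077 for autism risk genes and 0.67 for Myt1l. HOM values were 0.64 for glycolysis, -0.086 for WNT, 0.16 for newborn neurons, 0.039 for synapse, -0.087 for autism risk genes and 1.39 for Myt1l. Depth limited all of this, as 48.1% of WT, 46.4% of HET and 42.2% of HOM cells held under 1000 molecules.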

Other observations

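Glia and vessels differed beyond the comparisons above. In Astrocytes (immature) 2 [13-P], 19 of 24 cell cycle genes were higher in HOM (median 0.32) and 16 of 24 in HET (0.10). In Oligodendrocytes [16-P], cell cycle genes were higher for 7 of 7 in HET (0.38) and 11 of 12 in HOM (0.48). Microglia were the type with the smallest glycolysis medians, at -0.06 in HET and 0.09 in HOM. In Endothelial1 [17-P] Apln, a vessel growth peptide, was at 1.34 in HOM and Ldha at 1.45. NOTCH genes in Ganglionic eminences [9-P] came to 0.52 in HOM, with 7 of 9 higher, while WNT genes came to -0.43, with 6 of 7 lower. The NOTCH list was negative in 12 of 17 measured types of HOM, and ran from -0.94 to 0.52 over them.

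Gnrh1, the gonadotropin-releasing hormone gene, was at 426 CPM in Int2 [14-P] cells of HET, 65.0 in WT and listed at 0 in HOM. Fabp7, a fatty acid binding protein of radial glia, was above WT in 18 of 18 types in both mutants, with a median log2 ratio of 0.49 in HET and 0.81 in HOM. Hbb-bs was below WT in 18 of 18 types in HET and above it in 15 of 18 in HOM, while Gm42418 was below WT in 18 of 18 types in both.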
